# Small extracellular vesicles secreted from senescent cells promote cancer cell proliferation through EphA2

**DOI:** 10.1038/ncomms15728

**Published:** 2017-06-06

**Authors:** Masaki Takasugi, Ryo Okada, Akiko Takahashi, David Virya Chen, Sugiko Watanabe, Eiji Hara

## Abstract

Cellular senescence prevents the proliferation of cells at risk for neoplastic transformation. However, the altered secretome of senescent cells can promote the growth of the surrounding cancer cells. Although extracellular vesicles (EVs) have emerged as new players in intercellular communication, their role in the function of senescent cell secretome has been largely unexplored. Here, we show that exosome-like small EVs (sEVs) are important mediators of the pro-tumorigenic function of senescent cells. sEV-associated EphA2 secreted from senescent cells binds to ephrin-A1, that is, highly expressed in several types of cancer cells and promotes cell proliferation through EphA2/ephrin-A1 reverse signalling. sEV sorting of EphA2 is increased in senescent cells because of its enhanced phosphorylation resulting from oxidative inactivation of PTP1B phosphatase. Our results demonstrate a novel mechanism of reactive oxygen species (ROS)-regulated cargo sorting into sEVs, which is critical for the potentially deleterious growth-promoting effect of the senescent cell secretome.

## Abstract (web summary)

Although senescent cell secretome can promote the growth of surrounding cancer cells, the role of extracellular vesicles in this process has not been well understood. Here the authors show that ROS increase the sorting of EphA2 into extracellular vesicles in senescent cells, which promotes proliferation of cancer cells.

Cellular senescence is a state of irreversible cell cycle arrest that can be induced by a variety of potentially oncogenic stimuli and has therefore long been considered to suppress tumorigenesis in higher eukaryotes^1^,^2^,^3^. However, unlike apoptotic cells, senescent cells do not die immediately and therefore accumulate throughout the body during the ageing process^4^,^5^. Importantly, it has recently become apparent that senescent cells are not just cell cycle-arrested cells but also secrete various proteins such as, inflammatory cytokines, chemokines and matrix metalloproteinases into the extracellular space^6^,^7^,^8^. This newly recognized senescent phenotype, termed the senescence-associated secretory phenotype (SASP)^6^, occurs *in vivo* and has various biological effects that influence organismal homoeostasis^9^,^10^,^11^,^12^,^13^,^14^,^15^. Thus, a deeper understanding of the pathological and physiological roles of the SASP is crucial for clarifying the mechanisms underlying ageing and age-associated diseases, such as cancer.

In addition to secretory proteins, some senescent cells are reported to show increased secretion of small extracellular vesicles (sEVs)^16^. sEVs are heterogeneous populations of membrane vesicles^17^,^18^,^19^,^20^,^21^, including exosomes. Exosomes originate as the intra-luminal vesicles in late endosomal compartments by the inward budding of the endosomal membranes and are released from the cells upon fusion of the outer membrane with the plasma membrane. Emerging evidence indicates that sEVs play important roles in intercellular communication by serving as vehicles for the transfer of various cellular constituents (for example, proteins and nucleic acids) between cells^22^. In particular, some sEV proteins secreted from cancer cells have been shown to promote tumour development^22^,^23^,^24^,^25^,^26^,^27^.

Here we report that senescence not only increases the secretion of sEVs, but also alters their quality. We found that sEVs secreted from senescent cells have markedly altered protein composition, and exert pro-proliferative function on some cancer cell lines. This function was attributed at least partially to an enrichment of EphA2 in sEVs of senescent cells. sEV sorting of EphA2 is increased in senescent cells because of its enhanced phosphorylation resulting from oxidative inactivation of PTP1B phosphatase. Our findings revealed a novel mechanism of cell context-dependent cargo sorting into sEVs, which is important for the potentially deleterious pro-proliferative property of senescent cells.

## Results

### sEVs secreted from senescent cells are pro-proliferative

Since the SASP is known to be associated with tumour development, depending on the biological contexts^6^,^9^,^13^, we hypothesized that the increased secretion of sEVs from senescent cells may contribute to the pro-tumorigenic effect of the SASP. To explore this possibility, we first examined if the secretion of sEVs is increased by various stresses known to induce cellular senescence. As has been reported for human prostate cancer cells^16^, the secretion of sEVs was significantly increased during cellular senescence in normal human diploid fibroblast (HDF) TIG-3 cells, regardless of how cellular senescence was induced (Fig. 1 and Supplementary Fig. 1a,b). The secretion of sEVs was also increased in human retinal pigment epithelial RPE-1 cells rendered senescent by DNA-damaging agent doxorubicin (DXR; Fig. 1 and Supplementary Fig. 1a,b). Consistent with the pro-tumorigenic effect of the SASP^6^,^9^,^13^, conditioned medium (CM) of replicative senescent TIG-3 cells or DXR-induced senescent RPE-1 cells enhanced the proliferation of human breast cancer MCF-7 cells (Fig. 2a). However, these effects were attenuated when EVs were removed from the CM by ultracentrifugation (Fig. 2a). Knockdown of Rab35, a GTPase that play roles in exosome secretion in RPE-1 cells^28^, also suppressed the pro-proliferative effect of the CM of DXR-induced senescent RPE-1 cells (Supplementary Fig. 1c,d). These results suggest that exosome-like sEVs secreted from senescent cells contribute to the pro-tumorigenic effect of the SASP at least in this experimental setting. To confirm the pro-proliferative effect of sEVs secreted from senescent cells, we next incubated MCF-7 cells with sEVs purified from pre-senescent or senescent cells. Although sEVs purified from DXR-induced senescent RPE-1 cells promoted the proliferation of MCF-7 cells, this was not the case for sEVs purified from pre-senescent RPE-1 cells (Fig. 2b). These results indicate that the qualitative as well as quantitative changes are important for the pro-proliferative effect of sEVs secreted from senescent cells.

### EphA2 is increased in sEVs secreted from senescent cells

To identify the underlying mechanisms, we performed a comparative proteomic analysis of sEVs secreted from control and DXR-induced senescent RPE-1 cells. Mass spectrometric analysis identified a total of 678 proteins, including the markers of exosomes/sEVs such as CD9, CD63, CD81, Alix and TSG101 (Fig. 3a and Supplementary Data 1). Organelle markers such as calnexin, calreticulin, Grp78, VDAC and cytochrome *c* were not detected in sEV fractions, suggesting that the contamination of apoptotic bodies was minimal. The most abundant protein enriched in sEVs secreted from DXR-induced senescent RPE-1 cells was histone H4, which might be derived from cytoplasmic chromatin fragments in senescent cells^29^. Interestingly, the second most abundant protein enriched in sEVs secreted from DXR-induced senescent RPE-1 cells was Eph receptor tyrosine kinase EphA2 (Fig. 3a and Supplementary Data 1), which is known to be involved in the regulation of cell proliferation^30^. Immunoblotting confirmed that EphA2 level was higher in sEVs secreted from DXR-induced senescent RPE-1 cells than in the same number of sEVs secreted from pre-senescent RPE-1 cells (Fig. 3b). EphA2 is likely to be associated with exosomes, since Rab35 knockdown drastically decreased EphA2 level in the CM as well as in the sEV fraction prepared from DXR-induced senescent RPE-1 cells (Fig. 3c). Indeed, the amount of EphA2 was much lower in large EVs compared with the sEVs, and the removal of large EVs did not affect the pro-proliferative effect of the CM of DXR-induced senescent RPE-1 cells (Supplementary Fig. 2). sEV-associated EphA2 was also increased in TIG-3 cells rendered senescent by serial passage, oncogenic Ras expression or DXR-treatment (Fig. 3d).

### EphA2 is responsible for pro-proliferative effect of sEVs

To assess the role of EphA2 in the pro-proliferative effect of sEVs secreted from senescent cells, we incubated MCF-7 cells with sEVs purified from DXR-induced senescent RPE-1 cells expressing control or EphA2 shRNA. Notably, EphA2 knockdown abolished the pro-proliferative effect of sEVs secreted from DXR-induced senescent RPE-1 cells (Fig. 4a), and reintroduction of shRNA-resistant EphA2 cDNA restored their pro-proliferative effect (Supplementary Fig. 3a). Conversely, EphA2 overexpression was sufficient to render sEVs secreted from pre-senescent RPE-1 cells pro-proliferative (Fig. 4b). Furthermore, EphA2 knockdown abolished the pro-proliferative effect of the CM of DXR-induced senescent cells in both RPE-1 and TIG-3 cells (Fig. 4c,d). These results, together with the observation that EphA2 depletion had no effect on the secretion of sEVs (Supplementary Fig. 3b,c), indicate that EphA2 plays a key role in the pro-proliferative effect of sEVs secreted from senescent cells, at least in this experimental setting. Interestingly, recombinant EphA2 did not promote MCF-7 cell proliferation (Supplementary Fig. 3d), suggesting that soluble and sEV-associated EphA2 have different functions, as has been reported for TGF-β^31^.

### sEV-associated EphA2 induces EphA2/ephrin-A1 reverse signal

sEVs secreted from DXR-induced senescent RPE-1 cells also promoted the growth of OVK-18 cells (human ovarian cancer cell line) and T.T cells (human oesophageal cancer cell line) in an EphA2-dependent manner (Fig. 4e). However, the growth of pre-senescent RPE-1 cells was not affected by sEVs secreted from DXR-induced senescent RPE-1 cells (Fig. 4e). These results are consistent with previous reports showing that the SASP does not promote the proliferation of non-cancerous cells^10^,^32^. Since ephrin-A1, a major ligand of EphA2, is known to be upregulated in many types of cancer cells^30^, we hypothesized that ephrin-A1 mediates the pro-proliferative effect of sEV-associated EphA2 in cancer cells used in this study. Indeed, ephrin-A1 levels were higher in cancerous MCF-7, OVK-18 and T.T cells than in non-cancerous RPE-1 and TIG-3 cells (Fig. 5a). Ephrin-A1 antibody, whose epitope overlaps with the ephrin receptor-binding domain of ephrin-A1 and can interfere with the binding of EphA2 to ephrin-A1 (Supplementary Fig. 4a), suppressed the effect of senescent cell CM on MCF-7 cell proliferation (Fig. 5b and Supplementary Fig. 4b–d). It is possible, however, that the suppressive effect of ephrin-A1 antibody is due to inhibition of ephrin-A1 binding to other proteins such as co-receptors that are required to produce reverse signal. In addition to this result, the pro-proliferative effect of the CM of DXR-induced senescent RPE-1 cells was enhanced when ephrin-A1 was overexpressed in MCF-7 cells (Fig. 5c). These results indicate that sEVs secreted from the senescent cells promote cell proliferation at least partially through EphA2/ephrin-A1 signalling in MCF-7 cells.

Eph receptor–ephrin complexes are known to emanate bidirectional signals: forward signals that propagate in Eph-expressing cells through Eph kinase activity, and reverse signal that propagate in ephrin-expressing cells^30^. Eph receptor on sEVs may activate forward signals after incorporated into recipient cells, or may otherwise directly activate reverse signal in recipient cells as has been reported for EphB2 (ref. 33). Incubating MCF-7 cells in the CM of DXR-induced senescent RPE-1 cells did not cause a noticeable increase in intracellular EphA2 levels, suggesting that the incorporation of sEV-associated EphA2 was minimal (Fig. 6a). Moreover, the EphA2 tyrosine kinase inhibitor ALW-II-41-27 (Fig. 6b) did not substantially suppress the pro-proliferative effect of the CM of DXR-induced senescent RPE-1 cells (Fig. 6c). These data strongly suggest that EphA2/ephrin-A1 reverse signalling is involved in the pro-proliferative effect of sEVs secreted from senescent cells. Consistent with the previous findings of Erk activation downstream of Eph receptor–ephrin reverse signalling^30^, Erk phosphorylation was found to be enhanced when MCF-7 cells were incubated in the CM of DXR-induced senescent RPE-1 cells (Fig. 6d). This was not the case when EphA2 or Rab35 was knocked down in DXR-induced senescent RPE-1 cells (Fig. 6d). To further explore the downstream effects of sEV-associated EphA2, we performed microarray analysis and compared the gene expression profiles of MCF-7 cells incubated in normal medium or in the CM of DXR-induced senescent RPE-1 cells expressing control or EphA2 shRNA. 

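MCF-7 cells, an oestrogen receptor-positive human breast cancer line, were profiled after 3 days of culture on 4 one-colour Agilent arrays, 1 for each condition. The conditions were normal medium and CM of DXR-induced senescent RPE-1 cells. Those cells expressed non-targeting shRNA (CM shNT) or either of 2 EphA2 shRNAs (CM shEphA2-1 and CM shEphA2-2). CM of pre-senescent cells was not profiled, so a ratio to normal medium does not separate senescence from conditioning of the medium. RPE-1 is an immortalized retinal pigment epithelial line, and the shRNAs were expressed there and not in the MCF-7 cells, so the EPHA2 transcript of the MCF-7 cells cannot check the labels of the arrays. The EPHA2 probe, which spans chromosome 1 of hg19 from 16451800 to 16455972, had a scaled signal of 33.0 in normal medium, 58.7 with CM shNT, 57.1 with CM shEphA2-1 and 54.5 with CM shEphA2-2. The deposited files hold the processed signal of Agilent Feature Extraction software, a background-subtracted intensity for each spot. All 4 arrays lay on 1 slide. Between 58.9% and 63.8% of the non-control spots of an array were well above background, and 0 were saturated. Spots flagged as outliers were left out, spots of one probe were averaged, the signals were scaled and floored as described in Methods, and each of 43291 gene names was represented by its probe with the highest mean signal. In 51 of 10956 genes with several probes, probes differed from normal medium by over 1.2-fold in opposite directions with CM shNT. The number of arrays limits the precision. With 1 array per condition a ratio to normal medium has no replicate error, and every ratio shares the same normal medium array. The nearest measure of spread is the difference between the CM shEphA2-1 and CM shEphA2-2 arrays, which also holds any difference between the 2 shRNAs. Its SD was 0.19 on the log2 scale over expressed genes, from 0.27 for the 4878 genes with the lowest signals to 0.10 for the 4878 with the highest. To obtain a test, the 3 CM arrays were also compared with the normal medium array in limma, which assumes that the lone normal medium array varies like the CM arrays. In this fit the CM arrays stand for CM of any shRNA, and its adjusted p-values are not for CM shNT alone. On simulated arrays, unchanged genes made up a larger share of its calls than the threshold of 0.05 allows. The threshold therefore does not hold false calls to that share.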

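Among genes well above background both in normal medium and with CM shNT, S100A9, FGG and S100A8 had the highest ratios in MCF-7 cells, and none of the 3 was lower with the CM of EphA2 knockdown cells. S100A9, a subunit of calprotectin whose probe spans chromosome 1 of hg19 from 153330874 to 153333143, had a log2 ratio over normal medium of 6.03 ± 0.28 (mean ± SD, n = 3 CM arrays, adjusted p = 0.0139 from limma). Its partner S100A8 had a log2 ratio of 4.12 ± 0.20, and the fibrinogen chain FGG had one of at least 4.81 ± 0.16, because its signal in normal medium lay under the floor. DUSP4, a phosphatase that acts on Erk, rose by 3.13 ± 0.02 on the log2 scale, and the stress-induced cytokine GDF15 rose by 2.02 ± 0.04. The fibrinogen chain FGB, which was not above background in normal medium, had a log2 ratio of at least 4.95 with CM shNT. Among genes above background on both arrays, the 12 with the highest ratio also held STRA6, SLC12A4, GRHL3, PADI3, S100A7, RASD1, AREG and ABCC3, and 11 of the 12 passed limma's test. AREG (adjusted p = 0.136 from limma) did not. Among those with the lowest ratio were MYRIP, ADD3, GPER1, ODAM, SLC26A2, SLC24A3, TSPEAR, ARHGEF37, TFF3, AJAP1 and GALNT12. AJAP1 lay under the floor on each CM array, so its ratios were equal by construction and gave limma no spread. The log2 ratio was -3.02 for MYRIP with CM shNT, where its signal was close to the floor. It was -2.48 ± 0.04 for GPER1, a membrane oestrogen receptor (n = 3 CM arrays), and -2.15 ± 0.18 for the secreted trefoil peptide TFF3, each past limma's threshold, and TSPEAR (adjusted p = 0.0875 from limma) was the one of these genes that did not pass.

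Of 21 expressed genes of cholesterol synthesis and uptake, a list fixed before the data were examined, 17 were lower with CM shNT by the paper's 1.2-fold rule and 0 were higher. The median log2 ratio was -0.41, below that of each of 10000 random lists matched on signal, and limma called 2 of them lower (18 when adjusted over the list alone). MVD, an enzyme of the mevalonate pathway, had a log2 ratio of -0.78 ± 0.07 (n = 3 CM arrays). STARD4, a cholesterol transport protein that limma also called lower, ended under the floor on each CM array. Its ratios were therefore equal by construction and gave limma no spread. Of 28 G2/M genes, 13 were lower and 0 higher, although none passed limma over all genes (15 lower when adjusted over the list alone). The proliferation marker MKI67 had a log2 ratio of -0.50 with CM shNT (adjusted p = 0.0520 from limma). Of 7 metallothioneins, which bind zinc and are similar enough in sequence to share probes, 6 were lower by the 1.2-fold rule, again with none past limma's threshold over all genes (6 lower when adjusted over the list alone). Of 16 IL-6/STAT3 response genes, 8 were higher and 2 lower, and limma called 4 higher and 1 lower (8 and 2 when adjusted over the list alone). In this group the acute phase gene SERPINA3 rose with a log2 ratio of 2.01 with CM shNT, and SOCS2 had one of -1.06. Of 14 TGF-beta response genes 9 were higher, among them ID3 (1.20) and PMEPA1 (1.12), and 3 were lower, and limma called 5 higher (8 higher and 3 lower when adjusted over the list alone). Oestrogen receptor targets went both ways, with 6 of 22 higher and 10 lower, and limma called 2 higher and 2 lower (7 and 10 when adjusted over the list alone). RET (1.40) and the protease CTSD (1.26) rose, and the receptor gene ESR1 itself had a log2 ratio of -1.21 with CM shNT. PGR, which limma called lower, lay under the floor on each CM array, so its ratios too were equal by construction.

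Across all gene names, 2539 were over 1.2-fold higher and 2285 over 1.2-fold lower with CM shNT than in normal medium. Simulations with no effect of CM, with noise drawn from the difference between the shEphA2 arrays, gave medians of 1116 higher and 1110.5 lower. A large part of each count can therefore arise without any effect of CM. Of the higher genes, 1368 were also over 1.2-fold higher on both other CM arrays. Because these ratios share the normal medium array, 268 such genes were obtained in simulations with no effect of CM, and independent lists of these sizes would share 43. Of the lower genes, 1353 were also over 1.2-fold lower on both other CM arrays, against 224 in the simulations and 44 for independent lists. For the 3 CM arrays together against normal medium, 669 genes (391 higher and 278 lower) had an adjusted p under 0.05 in limma, and 0 did when any 1 of the 3 CM arrays was left out. The numbers were 191 higher and 268 lower with a floor of 100, 727 and 497 without a floor, and 694 and 576 with normexp background correction. The fits with a CM array left out have 1 residual degree of freedom. So does the fit that gave CM shNT alone against normal medium, a comparison of single arrays. With so few arrays, a lack of calls in these fits is no sign that CM had no effect.

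**Figure D1:**
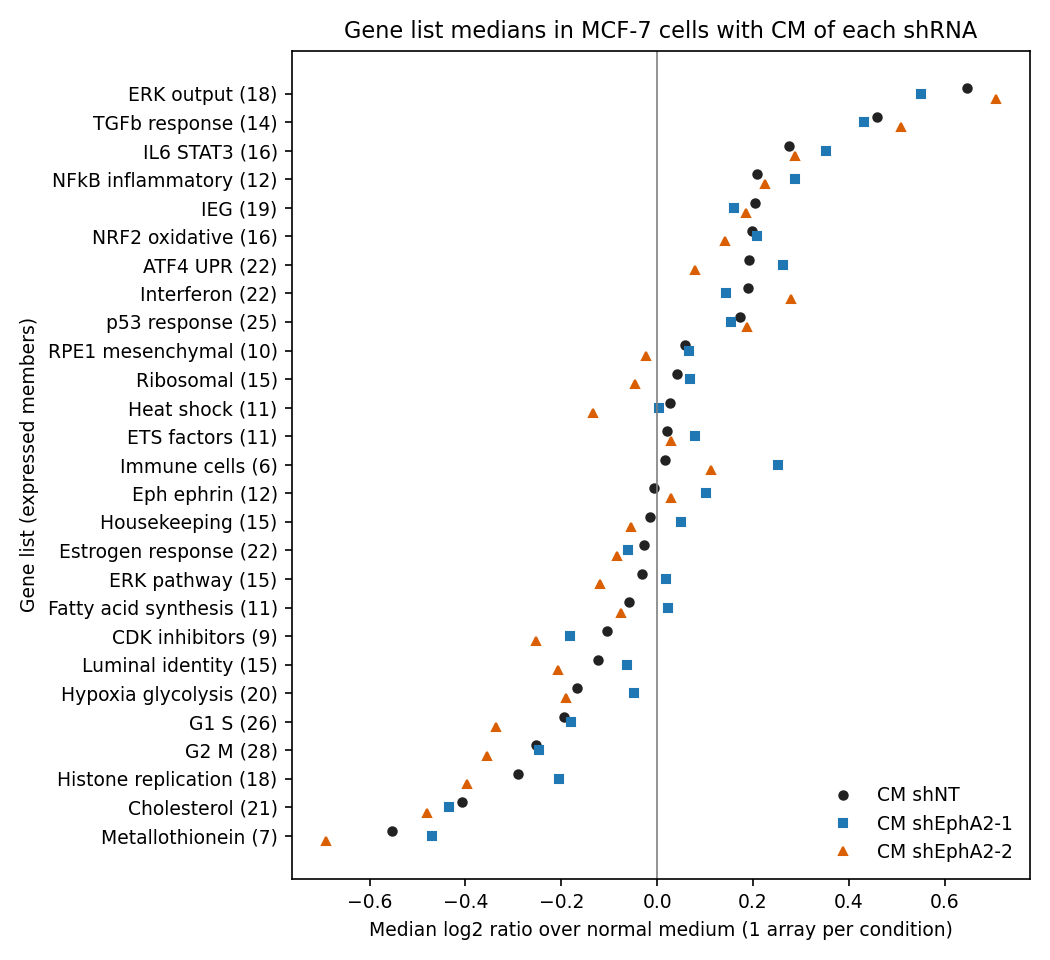
Median log2 ratio over normal medium of 27 gene lists in MCF-7 cells, with 1 array for each CM. Each row is a list with its number of expressed members, and circles, squares and triangles are CM shNT, CM shEphA2-1 and CM shEphA2-2. The metallothioneins (-0.55 with CM shNT) and the cholesterol genes (-0.41) lie lowest, and the Erk output genes highest.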

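Amphiregulin (AREG), a ligand of the EGF receptor, differed more between CM shNT and the CM of both EphA2 shRNAs than the other genes named above. Its scaled signal was 186 in normal medium, 1361 with CM shNT, 603 with CM shEphA2-1 and 763 with CM shEphA2-2. A second AREG probe gave log2 ratios over normal medium of 2.77, 1.85 and 1.98 for the 3 CM arrays in the same order. PADI3, which converts arginine to citrulline in epithelial proteins, had log2 ratios of 3.03, 2.66 and 2.38. By contrast, DUSP4 had log2 ratios of 3.11, 3.14 and 3.15, and S100A9 had 5.72, 6.06 and 6.29, so neither was nearer to normal medium with shEphA2.

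Among the genes that were lower with CM shNT and nearer to normal medium with both shEphA2 arrays, RNGTT, the mRNA capping enzyme, had log2 ratios of -0.63 with CM shNT, 0.10 with CM shEphA2-1 and 0.04 with CM shEphA2-2. AKAP8 had -0.49, 0.14 and 0.11, and the deacetylase SIRT7 had -0.51, 0.06 and 0.07. Second probes of these genes did not show the same values, with -0.04, -0.01 and -0.02 for SIRT7 and 0.39, 0.03 and 0.63 for RNGTT, while AKAP8 has 1 probe. ACBD4, LYNX1, ADM2, USP11, ARHGEF38, RHBDL1 and OGFR completed the 10 with the largest differences among genes with a symbol and above background on all 4 arrays, and second probes of ACBD4, ADM2 and OGFR gave 0.14, 0.10 and 0.16 with CM shNT. The accession given for LYNX1 is named SLURP2 in the reference table used here.

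By the paper's rule, 1987 of the 4824 genes changed by CM shNT were EphA2-dependent, 1134 of those that were higher and 853 of those that were lower. This is 41.2% (95% Wilson interval 39.8% to 42.6%, which covers the counting of genes only). Without the CM shEphA2-2 array the share was 62.5%, with 1454 EphA2-dependent genes among those that were lower. The rule takes a reduction of any size, and 318 genes (6.59%) were reduced by at least 1.2-fold with both shRNAs. In the median changed gene, the log2 ratio with CM shEphA2-1 was 0.892 of that with CM shNT, and with CM shEphA2-2 it was 0.976. When the CM shEphA2-1 array took the place of CM shNT in the same rule, 44.3% of its changed genes were nearer to normal medium on both other CM arrays, and for the CM shEphA2-2 array the share was 66.8%. Over expressed genes, the SD of CM shNT minus the mean of the shEphA2 arrays was 0.15 on the log2 scale. The SD between the 2 shEphA2 arrays was 0.19, so CM shNT did not stand apart from them by this measure. In limma, no gene passed an adjusted p of 0.05 in the fit of CM shNT against the 2 shEphA2 arrays. This fit has 1 residual degree of freedom, and on simulated arrays it recovered 0 of 200 genes set 2-fold apart. It called 59 genes without the floor and 11 with normexp background correction.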

Gene expression changes induced in MCF-7 cells by CM treatment were partially suppressed by knocking down EphA2 in DXR-induced senescent RPE-1 cells (Fig. 6e). 

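The upregulated EphA2-dependent genes numbered 1134 and made up 5.81% of the expressed genes. In the median gene of this set, the smaller of the 2 reductions was 0.12 on the log2 scale, and 217 genes (19.1%) were reduced by at least 1.2-fold with both shRNAs. With CM shEphA2-1 in the place of CM shNT, the same rule gave 1360 upregulated genes, 176 of them reduced by at least 1.2-fold. With CM shEphA2-2 in that place it gave 1487 and 319. The count of 1134 is therefore no sign by itself of an effect of EphA2 on this set. The immediate early transcription factor EGR3, whose probe lies on chromosome 8 of hg19 from 22545964 to 22546023, was among the 10 genes with the largest reduction, taken among genes with a symbol and above background on all 4 arrays. Its scaled signal was 16.8 in normal medium, 92.2 with CM shNT, 42.9 with CM shEphA2-1 and 30.3 with CM shEphA2-2, so that every value but that of CM shNT was set to the floor. EGLN3, an oxygen-sensing prolyl hydroxylase induced in hypoxia, had scaled signals of 27.8, 134, 63.4 and 63.8 in the same order. TMEM194B (log2 ratios 1.75, -0.35 and -0.40 over normal medium), C6orf10, COL9A1, DPRXP4, GLDN, PRR21, NMNAT1 and SBSN completed the 10. Like EGR3, C6orf10, COL9A1 and SBSN lay under the floor on every array but that of CM shNT, where their scaled signals were 181, 157 and 90.7. PRR21 had 48.2, 98.4, 52.0 and 49.2 on the arrays in the same order. Second probes of C6orf10 and COL9A1 were not above background on any array. A second TMEM194B probe gave -0.43, -0.51 and -0.46, and the other 3 probes of NMNAT1 gave between -0.35 and 0.35 with CM shNT.

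Of 18 expressed output and feedback genes of the Erk pathway, 13 were higher with CM shNT by the 1.2-fold rule, 1 was lower and 4 were neither, and limma called 6 higher and 1 lower for CM of any shRNA (11 higher and 1 lower when adjusted over the list alone). The same 13 were over 1.2-fold higher on all 3 CM arrays. The lower gene, EMP1, lay under the floor on each CM array, so its ratios were equal by construction and gave limma no spread. DUSP6, a cytoplasmic phosphatase of Erk, had log2 ratios of 1.39 with CM shNT, 1.39 with CM shEphA2-1 and 1.42 with CM shEphA2-2. PHLDA1 had 1.77, 1.93 and 2.00, and LIF had 1.20, 1.09 and 1.38. DUSP5 (0.61, 0.30 and 0.30), SPRY2 (0.69, 0.49 and 0.50) and ETV4 (0.91, 0.66 and 0.77, against a normal medium signal under the floor) were the 3 members classified as EphA2-dependent. Among all genes higher with CM shNT, 44.7% were so classified. The median of the list was 0.65 with CM shNT, 0.55 with CM shEphA2-1 and 0.71 with CM shEphA2-2, each above all 10000 random lists.

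Of 19 expressed immediate early genes, 9 were higher and 4 lower with CM shNT, and limma called 3 higher and 1 lower (9 higher and 6 lower when adjusted over the list alone). FOS had log2 ratios of 0.92, 0.90 and 0.75 and NR4A2 had 1.17, 1.16 and 1.24, and ARC, the one lower gene past limma's threshold, had between -0.97 and -1.04 with CM shNT, CM shEphA2-1 and CM shEphA2-2. FOS, EGR3 and KLF4 were the upregulated members classified as EphA2-dependent. Of 11 expressed ETS family factors 5 were higher and 1 lower, and limma called 2 higher (3 higher and 1 lower when adjusted over the list alone). ETS2 rose with a log2 ratio of 1.26 with CM shNT and 1.32 and 1.24 with shEphA2, and ELK3 and ETV6 were the 2 upregulated EphA2-dependent members. In the fit of CM shNT against the shEphA2 arrays, a gene's own spread is only the difference between the 2 shEphA2 arrays. EGR3 had both of these values set to the floor, so its spread was 0 by construction. EGLN3, among the hypoxia and glycolysis genes, had close scaled signals there (63.4 and 63.8). Limma's calls of these genes, adjusted over their lists alone, therefore carry no weight. Transcription factor binding sites were not analysed here.

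**Figure D2:**
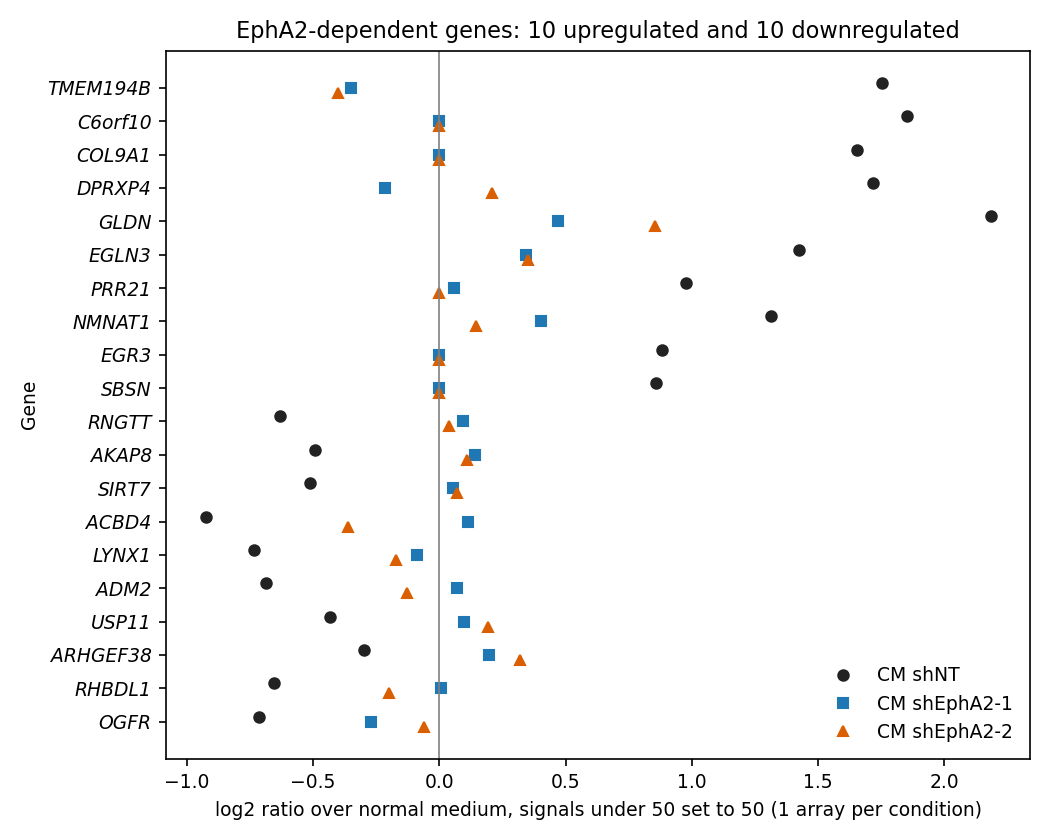
log2 ratio over normal medium of the 10 upregulated and the 10 downregulated EphA2-dependent genes with the largest difference from both shEphA2 arrays in each direction, with scaled signals under 50 set to 50 and 1 array per condition. Circles, squares and triangles are CM shNT, CM shEphA2-1 and CM shEphA2-2, and TMEM194B lies at 1.75 with CM shNT and at -0.35 and -0.40 with shEphA2.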

Remarkably, two different bioinformatic programs, oPOSSUM-3 (ref. 34) and g:Profiler^35^, both showed that Elk-1, a key downstream regulator of the Erk pathway, was the only transcription factor whose targets were enriched in the genes upregulated by CM in an EphA2-dependent manner (Fig. 6f). These results, in conjunction with the observation that Erk inhibition by the MEK inhibitor U0126 abolished the pro-proliferative effect of the CM (Fig. 6g), lead us to propose that sEV-associated EphA2 promotes the proliferation of ephrin-A1-expressing cancer cells by activating the Erk pathway through EphA2/ephrin-A1 reverse signalling.

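EFNA1, ELK1, MAPK1 and MAPK3, which encode proteins of this pathway, were expressed in the MCF-7 cells, and none of them passed limma's test between CM and normal medium. EFNA1, which encodes ephrin-A1 and whose probe lies on chromosome 1 of hg19 from 155106767 to 155106826, had a scaled signal of 576 in normal medium, 539 with CM shNT, 659 with CM shEphA2-1 and 634 with CM shEphA2-2 (adjusted p = 0.791 from limma). ELK1, on chromosome X, had 75.1, 70.0, 66.9 and 59.4 in the same order, which with CM shEphA2-2 is over 1.2-fold lower (adjusted p = 0.412 from limma). MAPK1 and MAPK3, which encode the kinases Erk2 and Erk1, had log2 ratios with CM shNT of -0.04 and -0.15. Of 15 genes of the Ras-Raf-MEK-Erk pathway, 0 were higher and 1, RPS6KA1 (-0.32), was lower by the 1.2-fold rule. Of 12 expressed Eph receptors and ephrins, 1, EPHA4 (0.40), was higher and 0 were lower. EPHA2 was not counted as higher, but its normal medium signal lay under the floor, so its ratio of 0.23 with CM shNT is a lower bound. Limma called 0 genes of either list. These arrays measure transcripts and not phosphorylation or binding site occupancy. The paper proposes that EphA2 on sEVs acts on ephrin-A1-expressing cancer cells through Erk. It draws on the enrichment of Elk-1 targets among the EphA2-dependent upregulated genes and on the effect of the MEK inhibitor. Its other evidence includes Erk phosphorylation, which was not enhanced after EphA2 or Rab35 knockdown, and the effect of an ephrin-A1 antibody.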

### sEV sorting of EphA2 is facilitated by its phosphorylation

We next investigated the mechanisms for the enrichment of EphA2 in sEVs secreted from senescent cells. Because intracellular levels of EphA2 were unchanged during DXR-induced senescence in RPE-1 cells (Fig. 3b), we considered that some types of post-translational modifications of EphA2 may be involved in the enrichment of EphA2 in sEVs secreted from senescent cells. As with many other receptor tyrosine kinases, auto-phosphorylation of EphA2 promotes its endocytic internalization^36^, which is the first step of its exosomal sorting. Therefore, we examined tyrosine phosphorylation of EphA2 in senescent cells. Notably, tyrosine phosphorylation of EphA2 was increased not only in DXR-induced senescent RPE-1 cells but also in senescent TIG-3 cells, regardless of how cellular senescence was induced (Fig. 7a and Supplementary Fig. 5a). Although ectopically expressed FLAG-tagged wild-type EphA2 was incorporated into the sEVs of DXR-induced senescent RPE-1 cells, this was not the case if two tyrosine residues (Tyr 587 and Tyr 593) of EphA2, whose phosphorylation is critical for EphA2 tyrosine kinase activity^37^, were mutated to phenylalanine (Fig. 7b). These results suggest that enhanced tyrosine phosphorylation of EphA2 is involved in its sEV sorting in senescent cells.

### ROS induce EphA2 phosphorylation via PTP1B inactivation

The above findings led to questions regarding the mechanisms underlying the enhanced tyrosine phosphorylation of EphA2 in senescent cells. In TIG-3 cells rendered senescent by serial passage or DXR-treatment, increased expression of EphA2 may be one of the causes of EphA2 phosphorylation, since overexpression of receptor tyrosine kinase can increase the chance of ligand-independent dimerization^38^. Indeed, overexpression of EphA2 was enough to induce its tyrosine phosphorylation in pre-senescent RPE-1 cells (Supplementary Fig. 5b). However, intracellular levels of EphA2 were not increased in DXR-induced senescent RPE-1 cells and Ras-induced senescent TIG-3 cells (Fig. 3b,d), suggesting that there should be another mechanism of EphA2 phosphorylation in senescent cells. Considering that at least ephrin-A1 levels remained very low in DXR-induced senescent RPE-1 cells (Supplementary Fig. 5c), we speculated that the enhanced tyrosine phosphorylation of EphA2 might be due to decreased phosphatase activity in DXR-induced senescent RPE-1 cells. As expected, the activity of PTP1B, a protein tyrosine phosphatase that dephosphorylates EphA2 (ref. 39), was substantially decreased in DXR-induced senescent RPE-1 cells (Fig. 7c). This is interesting because recent study has shown that PTP1B is critical for suppressing ligand-independent auto-phosphorylation of EphA2 (ref. 40). Ectopic PTP1B expression suppressed tyrosine phosphorylation of EphA2 and inhibited its sEV sorting in DXR-induced senescent RPE-1 cells (Fig. 7d-f). Conversely, the PTP1B inhibitor (CAS:765317-72-4) enhanced tyrosine phosphorylation of EphA2 and promoted its sEV sorting in pre-senescent RPE-1 cells (Supplementary Fig. 5d,e). These results indicate that the reduced PTP1B activity contributes to the increased sEV sorting of EphA2 in DXR-induced senescent RPE-1 cells. It is known that the activity of PTP1B is attenuated when its catalytic cysteine residue is oxidized by reactive oxygen species (ROS), which are commonly increased in senescent cells^5^,^41^,^42^. Therefore, we tested whether increased ROS levels are involved in EphA2 tyrosine phosphorylation in senescent cells. In DXR-induced senescent RPE-1 cells, ROS levels and PTP1B oxidation were both increased (Fig. 8a,b). Reduction of ROS levels by antioxidant N-acetyl-cysteine (NAC)-suppressed PTP1B oxidation and restored its activity in DXR-induced senescent RPE-1 cells (Fig. 8a–c). Moreover, these effects of NAC were accompanied by suppression of EphA2 tyrosine phosphorylation (Fig. 8d).

## Discussion

Collectively, our data support a model in which increased ROS levels enhance EphA2 phosphorylation by inactivating PTP1B and thereby promote the sorting of EphA2 into sEVs in DXR-induced senescent cells. Increased expression of EphA2 might be also important for the phosphorylation and sEV sorting of EphA2 in some types of senescent cells. Although our data suggest that the majority of EphA2-containing sEVs are exosomes, we could not exclude the possibility that EphA2 is also secreted via other types of sEVs. Once released, sEV-associated EphA2 promotes cancer cell proliferation by activating the Erk pathway through EphA2/ephrin-A1 reverse signalling (Fig. 8e). However, it should be noted that our data do not exclude the possibility that other types of ephrin-A ligands can also mediate the pro-proliferative effect of sEV-associated EphA2 secreted from senescent cells.

Although other components of sEVs secreted from senescent cells may have important roles in other biological functions, our data show that EphA2 is at least in part responsible for the pro-proliferative effect of sEVs secreted from senescent cells. Interestingly, we found that expression levels of EphA2 is increased in the stroma of human breast and ovarian cancer as compared to normal stromal tissues (Fig. 9), by using published microarray data^43^,^44^. Thus, it is tempting to speculate that senescence-associated secretion of sEV-associated EphA2 may contribute to the age-related increase in cancer incidence. Our findings on the mechanism of cell context-dependent cargo sorting into sEVs may open up new possibilities to control harmful side effects of senescent cell secretome.

## Methods

### Chemicals

DXR was from Wako. The recombinant human EphA2 was from R&D Systems (3035-A2-100). The recombinant human ephrin-A1 was from ThermoFisher Scientific (10882-H08H). ALW-II-41-27 was from MedChem Express. U0126 and NAC were from Sigma, and the PTP1B inhibitor (CAS:765317-72-4) was from Millipore.

### Cell culture

RPE-1, TIG-3, MCF-7, T.T and OVK-18 cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS). TIG-3 and OVK-18 cells were from Japanese Cancer Research Resources Bank (JCRB). RPE-1, MCF-7 and T.T cells were from Clontech, ATCC and RIKEN BioResource Center, respectively. The passage numbers of TIG-3 cells used in this study was <52, excluding replicative senescent cells. All cell lines were routinely tested for mycoplasma infection and were found to be negative.

### Senescence induction

Replicative senescence was induced in TIG-3 cells by serial passage. The cell density of replicative senescent TIG-3 cells was 8 × 10^2^ cells cm^−2^ when preparing CM. To induce senescence by oncogenic Ras expression, TIG-3 cells were infected with a retrovirus encoding puromycin resistance and H-Ras^G12V^, and were cultured with 1 μg ml^−1^ puromycin for 10 days. The cell density of Ras-induced senescent TIG-3 cells was 1 × 10^4^ cells cm^−2^ when preparing CM. To induce senescence by DXR, TIG-3 and RPE-1 cells were cultured in medium containing DXR at concentrations of 250 and 150 ng ml^−1^ for 10 and 4 days, respectively. One day before DXR-treatment, TIG-3 and RPE-1 cells were plated at a density of 5 × 10^3^ and 1.4 × 10^4^ cells cm^−2^, respectively, and were not passaged after the DXR-treatment.

### SA-β-gal assay

SA-β-gal assay was performed as described previously^45^. Cells were fixed in fixation buffer (2% PFA and 0.2% glutaraldehyde in PBS) and stained with staining solution (5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 2 mM MgCl_2_, 150 mM NaCl, 1 mg ml^−1^ X-Gal) in citrate/sodium phosphate buffer (pH 6) overnight at 37 °C. Cells were then washed twice with PBS, and the percentage of stained cells was determined.

### CM preparation

For sEV purification, CM was prepared by incubating cells for 3 days in DMEM supplemented with 5% FBS depleted of sEVs by ultracentrifugation at 100,000*g* for 16 h. Pre-senescent control cells were plated at subconfluent density 1 day before starting CM preparation for sEV purification. The CM to be used for cell culture was prepared by incubating cells for 3 days in DMEM supplemented with 10% FBS. Pre-senescent control cells were plated at the same density as their senescent counterparts 1 day before starting CM preparation for use in cell culture. The CM was filtered through a 0.22-μm filter, diluted 1:1 with fresh medium and then used for cell culture. This filtration process was skipped in the experiments presented in Supplementary Fig. 2b. In the experiment in which CM was depleted of sEVs, the CM was centrifuged at 100,000*g* for 16 h before diluting with fresh medium. The cells to be analysed at days 3 and 12 after starting treatment with CM or sEVs were plated at densities of 400 and 100–200 cells cm^−2^, respectively, and were cultured in medium without phenol red throughout the treatment.

### sEV isolation

sEVs were purified by differential centrifugation as previously described^46^, with some modifications. The CM was first centrifuged at 10,000*g* for 30 min. The supernatant was filtered through a 0.22-μm filter, layered on a 30% sucrose/D_2_O cushion and centrifuged at 100,000*g* for 70 min. The sucrose cushion was collected and washed twice with PBS by centrifugation at 100,000*g* for 3 h. The pelleted sEVs were then re-suspended in PBS. All centrifugations were carried out at 4 °C. The size and number of sEVs were determined using the LM10 nanoparticle characterization system (NanoSight).

### Plasmids

All shRNA constructs were cloned into the pRetro-Super retroviral vector^47^. The sequence of each shRNA was as follows: shNT (non-targeting control shRNA), 5′-CATTGCTATAGAGGCAGAT-3′; shEphA2-1, 5′-CTATTCTGTCAGTGTTAAA-3′; shEphA2-2, 5′-GGATAAGTTTCTATTCTGT-3′; and shRab35, 5′-GCGGTGGCTTCACGAAATCAACC-3′. Constructs expressing EphA2, ephrin-A1 or PTP1B were prepared by cloning the corresponding cDNA into the MaRX retroviral vector^48^. Rescue of EphA2 expression in cells expressing EphA2 3′UTR shRNA (shEphA2-1) was performed using an EphA2 cDNA-expressing construct. To prepare shRNA-resistant Rab35, 4 point mutations, which do not change amino acids, were introduced in the shRab35 target sequence by using the following primers: 5′-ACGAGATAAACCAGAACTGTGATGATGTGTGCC-3′ and 5′-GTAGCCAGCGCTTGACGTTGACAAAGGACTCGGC-3′. Wild-type and phospho-resistant EphA2 (Y587F/Y593F) tagged with C-terminal 3xFLAG were also expressed in the MaRX retroviral vector. The primers used for preparing phospho-resistant EphA2 were as follows: 5′-CCCACACATTTGAGGACCCCAACCAGGCTG-3′ and 5′-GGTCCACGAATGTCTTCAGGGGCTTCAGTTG-3′. For H-Ras^G12V^ expression, the pBabe retroviral vector was used. Retroviral supernatants were prepared by transfecting the packaging cell line LinXE or LinXA with the retroviral vectors. After retroviral infection, RPE-1, TIG-3 and MCF-7 cells were selected using 2, 1 and 0.5 μg ml^−1^ puromycin, respectively.

### Immunoblotting

Cells and sEVs were lysed in RIPA buffer (50 mM Tris pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM NaF, 0.1 mM sodium orthovanadate) supplemented with protease inhibitor cocktail (cat. no., 25955; Nacalai Tesque). Lysates and immunoprecipitates were denatured in Laemmli buffer containing DTT and 2-mercaptoethanol, respectively. The denaturation was performed for 2 h at 37 °C for the lysates of EVs and for 5 min at 100 °C for the other samples. After cooling, the proteins were separated by SDS-PAGE, transferred onto PVDF membranes, blocked with 5% milk or 2% BSA for 1 h and probed with following primary antibodies: anti-Alix (12422-1-AP; Proteintech), anti-β-actin (clone AC-74; SIGMA), anti-CD9 (ab92726; Abcam), anti-ephrin-A1 (AER-031; Alomone Labs), anti-EphA2 (C-20; Santa Cruz), anti-Erk (#9102; CST), anti-FLAG (PM020; MBL), anti-p21 (C-19; Santa Cruz), anti-phospho-Erk (E-4; Santa Cruz), anti-phospho-p53 (Ser15) (#9284; CST), anti-phosphotyrosine (clone 4G10; Millipore), anti-PTP1B (clone FG6-1G; Millipore) and anti-Rab35 (11329-2-AP; Proteintech). All primary antibodies were diluted to 1 μg ml^−1^. After washing, membranes were incubated with secondary antibodies (GE Healthcare) (1:1,000) for 1 h at room temperature (RT) and visualized with enhanced chemiluminescence reagents. Uncropped gel images are provided in Supplementary Figs 6–12.

### Mass spectrometric analysis

sEVs were lysed in RIPA buffer supplemented with protease inhibitor cocktail. Lysates were denatured for 2 h at 37 °C in Laemmli buffer containing DTT. After cooling, the proteins were resolved by SDS-PAGE, following which the gel was stained with SYPRO Ruby (BioRad). After visualization, each lane of the gel was cut into pieces and subjected to trypsin digestion and liquid chromatography tandem-mass spectrometry (LC–MS/MS) analysis (LTQ Orbitrap Velos, ThermoScientific). The mass spectral data were analysed using the Scaffold software (version 3.4.5, Proteome Software). A protein threshold of 99%, minimum of two peptides, and a peptide threshold of 95% were used as the cut-off values. Proteins identified with >5-fold difference in peptide number between sEVs secreted from control and DXR-induced senescent RPE-1 cells, with a *P* value of <0.01 (Fisher's exact test), were considered as significantly enriched proteins.

### ELISA binding assay of rmEphrin-A1 to immobilized rmEphA2

ELISA assays were performed as previously described^49^, with some modifications. Briefly, 96-well ELISA high binding plates (cat. no., 2592; Costar) were incubated overnight at 4 °C with 100 μl per well of 1 μg ml^−1^ recombinant mouse EphA2-Fc (639-A2; R&D Systems) diluted in PBS. The day after, wells were washed with washing buffer (PBS+0.05% Tween-20) and blocked with blocking solution (PBS+0.5% BSA) for 2 h at 37 °C. Biotinylated recombinant mouse ephrin-A1-Fc (BT602; R&D Systems) (5 ng ml^−1^) was pre-incubated with normal rabbit IgG or rabbit anti-ephrin-A1 IgG (100 μg ml^−1^) for 1 h at 37 °C, and then added to the wells (100 μl per well) and incubated for 1 h at 37 °C. The wells were washed and incubated with 100 μl per well Streptavidin-HRP (S5512; Sigma) in blocking solution (0.05 μg ml^−1^) for 20 min at RT, and then washed again and incubated at RT with 0.1 mg ml^−1^ tetra-methylbenzidine (T2885; Sigma) reconstituted in peroxide buffer (50 mM citrate-phosphate buffer, pH 5+0.02% H_2_O_2_). The reaction was stopped with 3 N HCl 100 μl per well, and the absorbance at 450 nm was measured.

### Immunoprecipitation

For EphA2 immunoprecipitation, the cells were lysed in Triton buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.5% Triton, 1 mM NaF, 0.1 mM sodium orthovanadate) supplemented with protease inhibitor cocktail. EphA2 was immunoprecipitated from 150 μg of lysates with 1 μg of anti-EphA2 antibody (C-20; Santa Cruz) by using Dynabeads Protein G magnetic beads (Dynal) according to the manufacturer's instructions. Immunoprecipitates were eluted with Laemmli buffer for 10 min at 70 °C. For the immunoprecipitation of oxidized-PTP1B, cells were lysed in degassed IP buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 5 mM EDTA, 10% glycerol, 1% Triton) supplemented with protease inhibitor cocktail under anaerobic conditions. Five micrograms of anti-oxidized-PTP1B antibody (scFv45; Millipore), 10 mM imidazole and 0.05% BSA were added to lysates containing 500 μg protein, and the mixture was incubated overnight at 4 °C. Subsequently, Ni-NTA agarose (ThermoFisher Scientific) was added to the mixture, which was then incubated for 1 h at 4 °C. After washing with the washing buffer (20 mM HEPES pH 7.5, 300 mM NaCl, 20 mM imidazole, 0.05% Tween-20, 0.05% BSA), precipitates were eluted with the elution buffer (20 mM HEPES pH 7.5, 300 mM NaCl, 500 mM Imidazole, 0.05% Tween-20) for 15 min at 4 °C.

### Microarray analysis

Microarray experiments were conducted using SurePrint G3 Human GE microarray 8 × 60K ver 2.0 (Agilent). cDNA labelling, hybridizations and scanning were performed by DNA ChiP Research (Japan), an Agilent-certified service provider. The expression values for each array were multiplied to obtain 75th percentiles equal to 250. 

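Before this step, the 75th percentile of the processed signal over 58159 non-control probes was 265 on the normal medium array, 249 with CM shNT, 230.2 with CM shEphA2-1 and 229.9 with CM shEphA2-2. The scaling factors were 0.942, 1.01, 1.09 and 1.09 in the same order.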

Expression values lower than 50 were then set to 50. 

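This applied to 57.3% of gene names in normal medium, 56.9% with CM shNT, 57.0% with CM shEphA2-1 and 57.2% with CM shEphA2-2. Of the genes over 1.2-fold higher with CM shNT, 254 had a normal medium signal under 50, so that their ratios are lower bounds. FGB and SLC12A4 were among them. A gene under 50 on every CM array, such as AJAP1, has equal ratios there, which leaves limma no spread between the CM arrays for it.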

Among the genes whose expression levels were changed more than 1.2-fold by CM treatment, those whose differential expression was reduced by both shEphA2-1 and shEphA2-2 shRNA were classified as EphA2-dependent genes. Transcription factor binding site enrichment analysis were performed using oPOSSUM-3 (ref. 34) and g:Profiler^35^. The parameters used in the oPOSSUM-3 were as follows: conservation cut-off=0.4, matrix score threshold=80%, analysed sequences=5 kb upstream of transcription start sites. 

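Of 43291 gene names on the arrays, 19510 had a scaled signal above 50 on at least 1 of the 4 arrays, and 13510 of these carried a gene symbol and not an accession or a transcript identifier.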

All expressed genes (genes whose expression values were >50 in at least one of the samples) were used as the background gene set in both programs. In the case of clinical samples^43^,^44^, normalized microarray data were retrieved from GEO (accession numbers: GSE482335 and GSE4059536).

### PTP1B activity assay

Cells were lysed in degassed IP buffer (50 mM Tris pH 7.4, 5 mM EDTA, 150 mM NaCl, 1% Triton) supplemented with protease inhibitor cocktail under anaerobic conditions. PTP1B was immunoprecipitated from 200 μg of lysates with 1 μg of anti-PTP1B antibody (AE-2 J; Millipore), using Protein G magnetic beads (Dynal) according to the manufacturer's instructions. The beads were then washed three times in the IP buffer and once in assay buffer (50 mM HEPES pH 7, 100 mM NaCl, 0.1% BSA) and incubated with 20 mM DiFMUP (ThermoFisher Scientific) in the assay buffer for 20 min at RT. After incubation, DiFMU fluorescence, which reflects PTP1B activity, was measured with excitation at 358 nm and emission at 455 nm.

### Intracellular ROS quantification

Intracellular ROS levels were quantified using the fluorescent probe H_2_DCFDA. Cells were incubated with 5 mM H_2_DCFDA (ThermoFisher Scientific) for 20 min at 37 °C. After a wash, DCF fluorescence was measured with excitation at 485 nm and emission at 530 nm. The DCF fluorescence levels, reflecting the relative ROS levels, were normalized with respect to the total amount of protein.

### Statistical analysis

All quantitative data are presented as mean±s.d. values, except for those represented in boxplots. Two-tailed Student's *t*-test and one-way ANOVA with the *post-hoc* Dunnett's two-tailed test were used to assess statistical significance, unless otherwise indicated.

### Data availability

Microarray data have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE81373.

## Additional information

**How to cite this article:** Takasugi, M. *et al*. Small extracellular vesicles secreted from senescent cells promote cancer cell proliferation through EphA2. *Nat. Commun.* **8,** 15728 doi: 10.1038/ncomms15728 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures

Supplementary Data 1 Lists of proteins identified in control and senescent cell sEVs

## Figures and Tables

**Figure 1:**
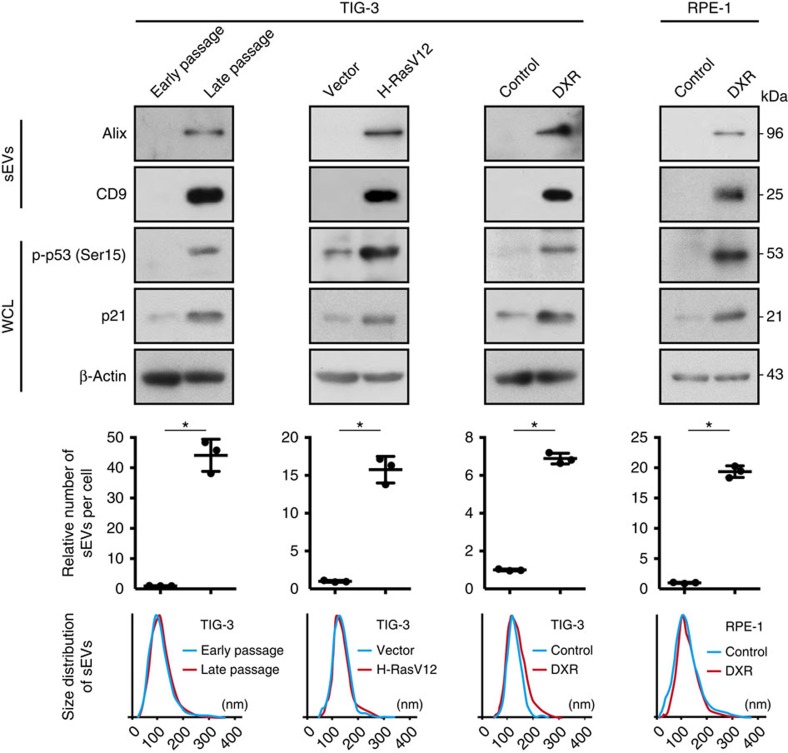
Senescence increases the secretion of sEVs. Immunoblotting of Alix (exosome marker) and CD9 (sEV marker) in the sEV fraction and of phospho-p53 (Ser15), p21 and β-actin in the whole cell lysates (WCL) of pre-senescent control and senescent cells. Senescence was induced by serial passage, oncogenic Ras expression or DXR-treatment in TIG-3 or RPE-1 cells. Dot plots show the relative numbers of sEVs per cell. The number of sEVs in the sEV fraction was quantified using NanoSight. The bottom graphs show the size distributions of sEVs secreted from control and senescent cells. Cell densities were as following at 1 day before starting CM preparation for sEV purification; subconfluent for pre-senescent TIG-3 and RPE-1 cells; 8 × 10^2^ cells cm^−2^ for replicative senescent TIG-3 cells; 1 × 10^4^ cells cm^−2^ for Ras-induced senescent TIG-3 cells; 5 × 10^3^ cells cm^−2^ for DXR-induced senescent TIG-3 cells; 1.4 × 10^4^ cells cm^−2^ for DXR-induced senescent RPE-1 cells. The CM to be used for sEV purification was prepared by culturing the cells in DMEM supplemented 5% EV-depleted FBS for 3 days. Replicates are biological replicates (*n*=3). Error bars indicate s.d. *P<0.05 (two-tailed *t*-test).

**Figure 2:**
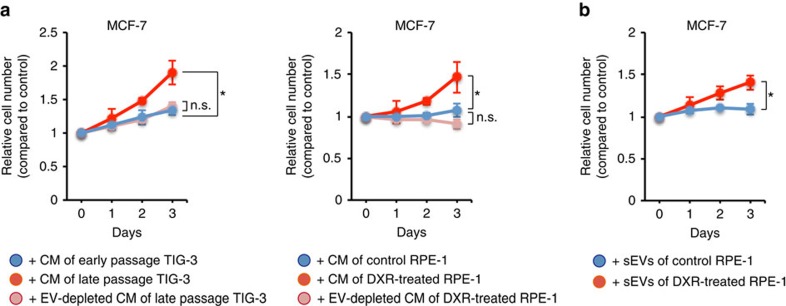
sEVs secreted from senescent cells promote the proliferation of MCF-7 cells. (**a**) Relative numbers of MCF-7 cells grown in the presence of CM compared with the number of cells grown in normal medium (DMEM supplemented with 10% FBS). CM was prepared from control (early passage) and replicative senescent (late passage) TIG-3 cells, or control and DXR-induced senescent RPE-1 cells, and was used directly or after depleting EVs by ultracentrifugation. Cell densities of early and late passage TIG-3 cells were 8 × 10^2^ cells cm^−2^ at 1 day before starting CM preparation. Cell densities of control and DXR-induced senescent RPE-1 cells were 1.4 × 10^4^ cells cm^−2^ at 1 day before starting CM preparation. MCF-7 cells were plated at a density of 4 × 10^2^ cells cm^−2^ 1 day before starting the experiments. The basal proliferation rate, that is, the fold increase in cell number of untreated MCF-7 cells at culture day 3, was 2.03. The CM to be used for cell culture was prepared by culturing the cells in normal medium for 3 days. Statistical analysis was applied only to the data of culture day 3. (**b**) Relative numbers of MCF-7 cells grown in the presence of sEVs prepared from control or DXR-induced senescent RPE-1 cells compared with the number of cells grown in normal medium. Pre-senescent RPE-1 cells were subconfluent and DXR-induced senescent RPE-1 cells were at a density of 1.4 × 10^4^ cells cm^−2^ at 1 day before starting CM preparation. MCF-7 cells were plated at a density of 4 × 10^2^ cells cm^−2^ 1 day before starting the experiments. sEVs were added to the medium at a concentration of 2 × 10^9^ particles per ml. Statistical analysis was applied only to the data of culture day 3. Replicates are biological replicates (*n*=3). Error bars indicate s.d. *P<0.05 (one-way ANOVA with the *post-hoc* Dunnett's two-tailed test for **a** and two-tailed *t*-test for **b**).

**Figure 3:**
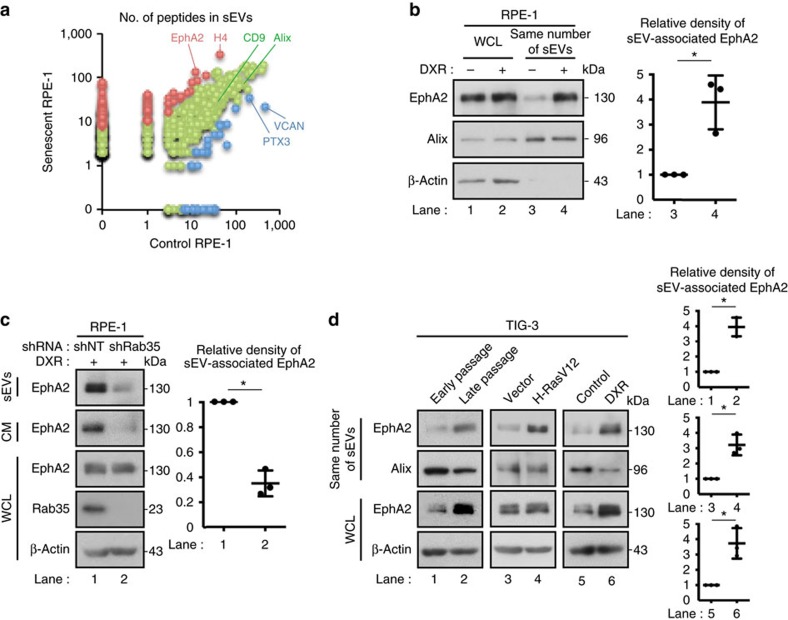
Senescence induces increased secretion of sEV-associated EphA2. (**a**) Comparative proteomic analysis of sEVs secreted from control and DXR-induced senescent RPE-1 cells by using mass spectrometry. The number of peptides detected in sEVs secreted from control and DXR-induced senescent RPE-1 cells are plotted for the identified proteins. Blue and red plots represent the data for the proteins significantly enriched in sEVs secreted from control and DXR-induced senescent RPE-1 cells, respectively. Green plots represent the data for the other proteins. (**b**) Immunoblotting of EphA2, Alix and β-actin in the sEV fraction and WCL of control and DXR-induced senescent RPE-1 cells. The same number of sEVs was loaded in each lane. Dot plot represents the relative density of sEV-associated EphA2 analysed by ImageJ. (**c**) Immunoblotting of indicated proteins in the sEV fraction, CM and WCL of DXR-induced senescent RPE-1 cells expressing non-targeting shRNA (shNT) or Rab35 shRNA (shRab35). Dot plot represents the relative density of sEV-associated EphA2 analysed by ImageJ. (**d**) Immunoblotting of indicated proteins in the sEV fraction and WCL of pre-senescent control and senescent TIG-3 cells. Senescence was induced by serial passage, oncogenic Ras expression or DXR-treatment. The same number of sEVs was loaded in each lane. Dot plots represent the relative density of sEV-associated EphA2 analysed by ImageJ. Replicates are biological replicates (*n*=3). Error bars indicate s.d. *P<0.05 (two-tailed *t*-test).

**Figure 4:**
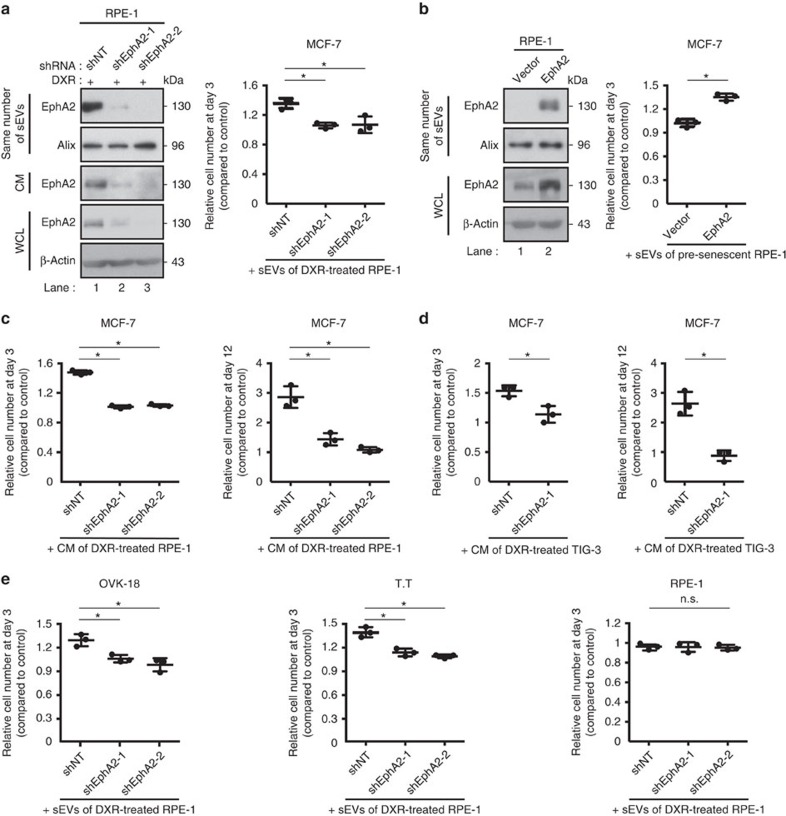
sEV-associated EphA2 promotes cancer cell proliferation. (**a**) Immunoblotting shows successful knockdown of EphA2 in DXR-induced senescent RPE-1 cells. The same number of sEVs was loaded in each lane. Dot plot represents the relative numbers of MCF-7 cells grown for 3 days in the presence of sEVs compared with the number of cells grown for 3 days in normal medium. sEVs were purified from DXR-induced senescent RPE-1 cells expressing non-targeting shRNA (shNT) or EphA2 shRNA (shEphA2-1 or shEphA2-2) and added to the medium at a concentration of 2 × 10^9^ particles per ml. (**b**) Immunoblotting shows successful overexpression of EphA2 in pre-senescent RPE-1 cells. The same number of sEVs was loaded in each lane. Dot plot represents the relative numbers of MCF-7 cells grown for 3 days in the presence of sEVs compared with the number of cells grown for 3 days in normal medium. sEVs were purified from pre-senescent RPE-1 cells expressing empty vector or ectopic EphA2, and added to the medium at a concentration of 2 × 10^9^ particles per ml. (**c**,**d**) Relative numbers of MCF-7 cells grown for 3 and 12 days in the presence of CM prepared from (**c**) DXR-induced senescent RPE-1 cells or (**d**) DXR-induced senescent TIG-3 cells expressing shNT or shEphA2. Normal medium and CM was renewed every 3 days during the long-term (12 days) culture. (**e**) Relative numbers of OVK-18, T.T and pre-senescent RPE-1 cells (plated at a density of 4 × 10^2^ cells cm^−2^ 1 day before starting the experiments) grown for 3 days in the presence of sEVs compared with the number of cells grown for 3 days in normal medium. sEVs were purified from DXR-induced senescent RPE-1 cells expressing shNT or shEphA2 and added to the medium at a concentration of 2 × 10^9^ particles per ml. The basal proliferation rates, that is, the fold increase in cell numbers of untreated OVK-18, T.T and RPE-1 cells at culture day 3, were 2.24, 3.48 and 10.72, respectively. Replicates are biological replicates (*n*=3). Error bars indicate s.d. *P<0.05 (one-way ANOVA with the *post-hoc* Dunnett's two-tailed test for **a**,**c**,**e** and two-tailed *t*-test for **b**,**d**).

**Figure 5:**
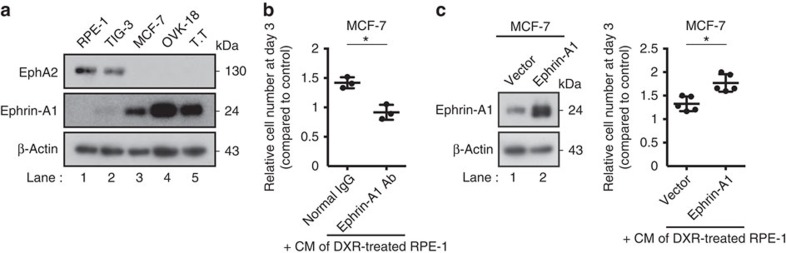
Ephrin-A1 mediates the growth-promoting effect of sEV-associated EphA2. (**a**) Immunoblotting of EphA2, ephrin-A1 and β-actin in the WCL of indicated cell lines. (**b**) Relative numbers of MCF-7 cells grown for 3 days in the presence of CM compared with the number of cells grown for 3 days in normal medium. Normal rabbit IgG or rabbit anti-ephrin-A1 IgG (AER-031; Alomone) was added to the medium at a concentration of 5 μg ml^−1^. CM was prepared from DXR-induced senescent RPE-1 cells. (**c**) Immunoblotting shows successful overexpression of ephrin-A1 in MCF-7 cells. Dot plot represents the relative numbers of MCF-7 cells grown for 3 days in the presence of CM compared with the number of cells grown for 3 days in normal medium. Empty vector or ectopic ephrin-A1 was expressed in MCF-7 cells. CM was prepared from DXR-induced senescent RPE-1 cells. Replicates are biological replicates (*n*=3 for **b** and *n*=5 for **c**). Error bars indicate s.d. *P<0.05 (two-tailed *t*-test).

**Figure 6:**
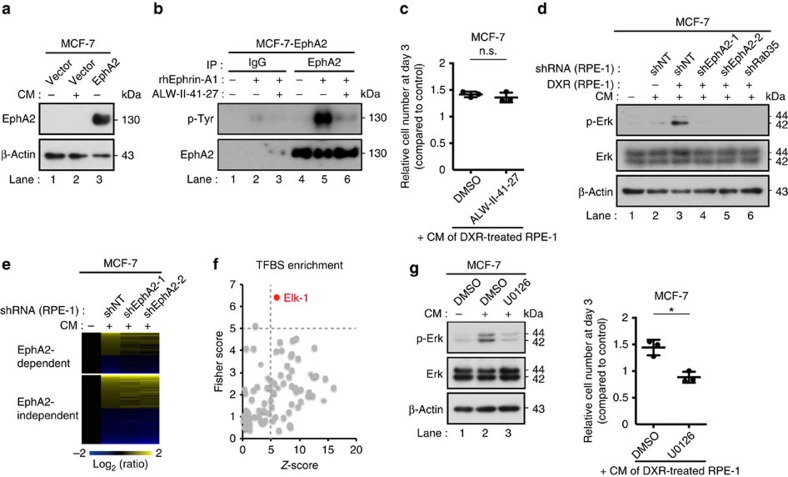
sEV-associated EphA2 promotes cancer cell proliferation through EphA2/ephrin-A1 reverse signalling. (**a**) Immunoblotting of EphA2 and β-actin in the WCL of MCF-7 cells expressing empty vector or ectopic EphA2. Cells were grown for 3 days with or without CM prepared from DXR-induced senescent RPE-1 cells. (**b**) EphA2 immunoprecipitates prepared from MCF-7 cells expressing ectopic EphA2 were immunoblotted with anti-phosphotyrosine and anti-EphA2 antibody. The indicated samples were treated with recombinant human ephrin-A1 (500 ng ml^−1^) for 20 min. Eight-hour pre-treatment with the EphA2 inhibitor ALW-II-41-27 (100 nM) suppressed ephrin-A1-induced EphA2 phosphorylation. (**c**) Relative numbers of MCF-7 cells grown for 3 days in the presence of CM compared with the number of cells grown for 3 days in normal medium. DMSO or ALW-II-41-27 (100 nM) was added to the medium. (**d**) Immunoblotting of phospho-Erk, total-Erk and β-actin in the WCL of MCF-7 cells grown for 3 days with or without CM prepared from control or DXR-induced senescent RPE-1 cells expressing non-targeting shRNA (shNT), shEphA2 or shRab35. (**e**) The heatmap shows the relative gene expression levels in MCF-7 cells grown for 3 days with or without CM prepared from DXR-induced senescent RPE-1 cells expressing shNT or shEphA2. Genes whose expression levels were changed more than 1.2-fold by the CM of shNT-expressing cells are shown. (**f**) EphA2-dependent upregulated genes were analysed with oPOSSUM-3. Each circle in the plot shows an enrichment of the targets of a different transcription factor. (**g**) Immunoblotting of phospho-Erk, total-Erk and β-actin in the WCL of MCF-7 cells grown for 3 days with or without CM. Dot plot represents the number of MCF-7 cells grown for 3 days in the presence of CM compared with the number of cells grown for 3 days in normal medium. DMSO or U0126 (500 nM) was added to the medium. CM was prepared from DXR-induced senescent RPE-1 cells. Replicates are biological replicates (*n*=3). Error bars indicate s.d. *P<0.05 (two-tailed *t*-test).

**Figure 7:**
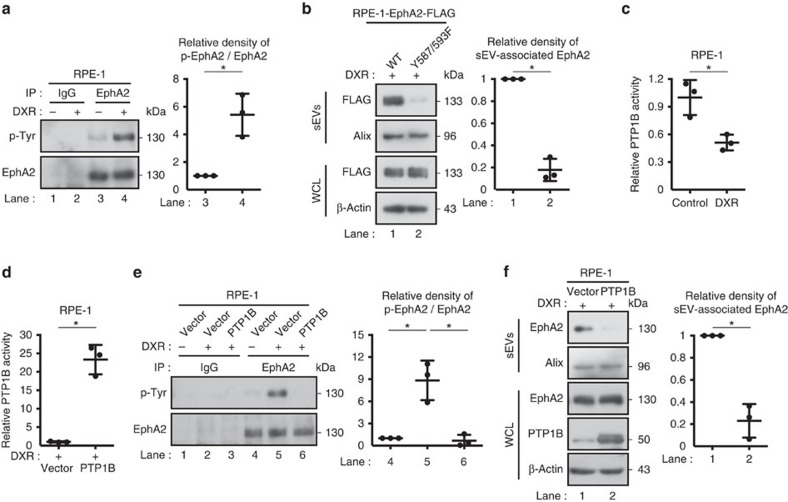
EphA2 phosphorylation facilitates its sorting into sEVs in senescent cells. (**a**) EphA2 immunoprecipitates prepared from control and DXR-induced senescent RPE-1 cells were immunoblotted with anti-phosphotyrosine and anti-EphA2 antibody. Dot plot represents the relative density of phospho-EphA2/EphA2 analysed by ImageJ. (**b**) Immunoblotting of indicated proteins in the sEV fraction and WCL of DXR-induced senescent RPE-1 cells expressing wild-type or phospho-resistant EphA2 tagged with FLAG. Dot plot represents the relative density of sEV-associated EphA2 analysed by ImageJ. (**c**) Relative PTP1B activity in control and DXR-induced senescent RPE-1 cells. (**d**) Relative PTP1B activity in DXR-induced senescent RPE-1 cells expressing empty vector or ectopic PTP1B. (**e**) Immunoprecipitates prepared from control and DXR-induced senescent RPE-1 cells expressing empty vector or ectopic PTP1B were immunoblotted with anti-phosphotyrosine and anti-EphA2 antibody. Dot plot represents the relative density of phospho-EphA2/EphA2 analysed by ImageJ. (**f**) Immunoblotting of indicated proteins in the sEV fraction and WCL of DXR-induced senescent RPE-1 cells expressing empty vector or ectopic PTP1B. Dot plot represents the relative density of sEV-associated EphA2 analysed by ImageJ. Replicates are biological replicates (*n*=3). Error bars indicate s.d. *P<0.05 (two-tailed *t*-test for **a**–**d**,**f** and one-way ANOVA with the *post-hoc* Dunnett's two-tailed test for **e**).

**Figure 8:**
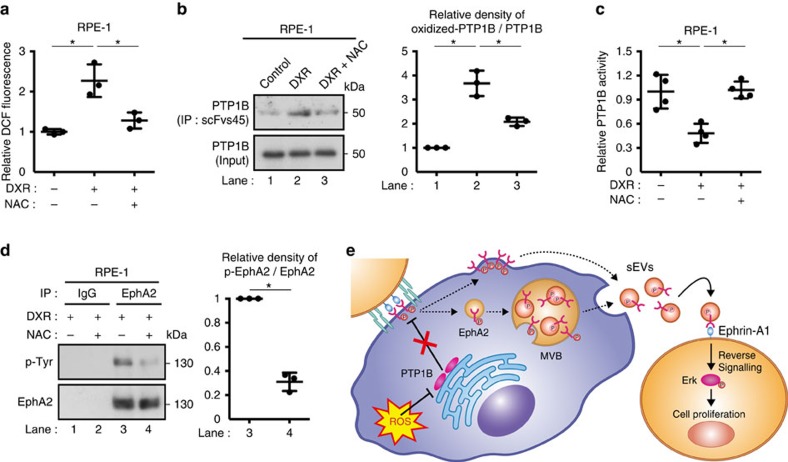
Increased ROS induce EphA2 phosphorylation via PTP1B inactivation. (**a**) Intracellular ROS levels were measured by DCF fluorescence in RPE-1 cells treated with or without DXR and NAC. NAC was added to the medium 6 h before analysis at a concentration of 2 mM. (**b**) Oxidized-PTP1B was immunoprecipitated by scFvs45 antibody from RPE-1 cells treated with or without DXR and NAC. Inputs and immunoprecipitates were immunoblotted with anti-PTP1B antibody. Dot plot represents the relative density of oxidized-PTP1B/PTP1B analysed by ImageJ. (**c**) Relative PTP1B activity in RPE-1 cells treated with or without DXR and NAC. (**d**) EphA2 immunoprecipitates prepared from RPE-1 cells treated with or without DXR and NAC were immunoblotted with anti-phosphotyrosine and anti-EphA2 antibody. Dot plot represents the relative density of phospho-EphA2/EphA2 analysed by ImageJ. (**e**) Schematic model of the regulation and function of sEV-associated EphA2 in senescent cells. Replicates are biological replicates (*n*=3 for **a**,**b**,**d** and *n*=4 for **c**). Error bars indicate s.d. *P<0.05 (one-way ANOVA with the *post-hoc* Dunnett's two-tailed test for **a**–**c**) and two-tailed *t*-test for **d**).

**Figure 9:**
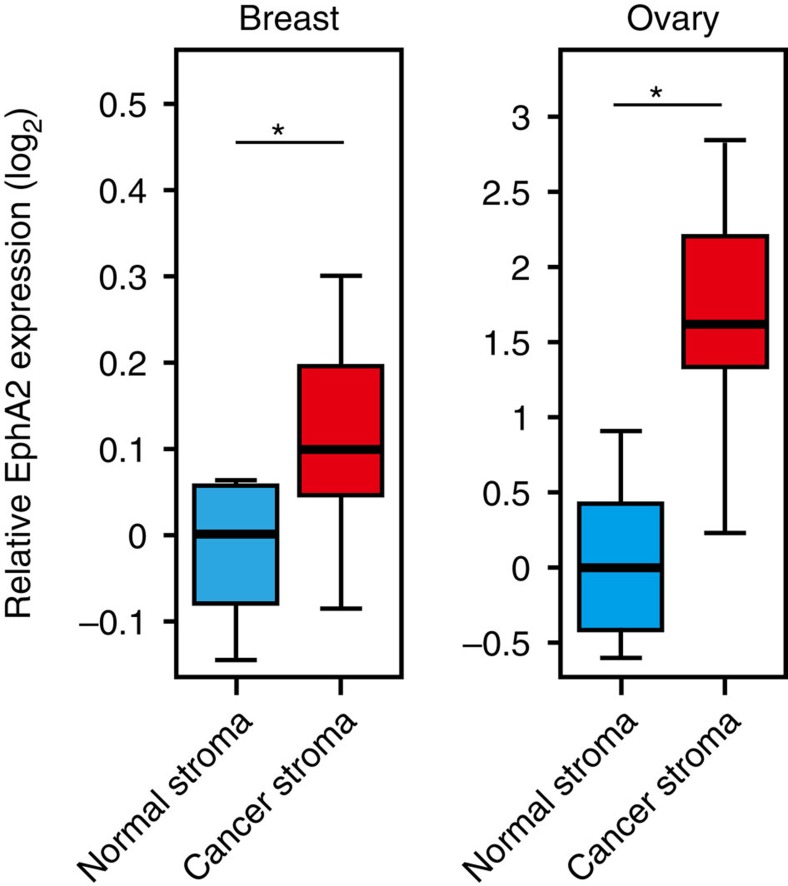
EphA2 expression is increased in the stroma of breast and ovarian cancers. The left boxplot shows EphA2 mRNA expression levels in normal breast stroma (*n*=6) and breast cancer stroma (*n*=26). The right boxplot shows EphA2 mRNA expression levels in normal ovarian stroma (*n*=8) and ovarian cancer stroma (*n*=31). *P<0.05 (Wilcoxon test).

How the deposited data were processed for this re-analysis (not part of the article)

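Gene expression was measured in MCF-7 cells grown for 3 days in normal medium, CM shNT, CM shEphA2-1 or CM shEphA2-2, on 1 one-colour Agilent array per condition. Each CM came from DXR-induced senescent RPE-1 cells. The deposited scanner files give, for each spot, the processed signal intensity of Agilent Feature Extraction 11.5.1.1, which the authors' service provider produced with background subtraction and detrending, and the raw mean and local background intensity. Feature Extraction is also the tool that the submitters' processing notes name. The deposited value table of the series holds intensities on a linear scale, 1 column per array and uncentred. Set against the scanner files, its ratio to the mean processed signal of a probe's spots had a median of 1 on each array. Its column medians are 23.6, 23.5, 21.2 and 20.2 for normal medium, CM shNT, CM shEphA2-1 and CM shEphA2-2. The 75th percentile scaling that the methods and the series description mention is therefore not in those values, and nothing of their scale, centring or direction stays unknown.

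From the processed signals, control spots and spots flagged as non-uniform or population outliers were left out, spots of one probe were averaged, each array was scaled so that its 75th percentile was 250, values under 50 were set to 50, and log2 values were taken. The flags left out 7 to 14 non-uniform and 50 to 65 population outlier spots per array, which took the gene names from 43317 to 43291. Probes with over 3 spots had a median coefficient of variation of 3.12% to 3.24% between spots. A gene was represented by its probe with the highest mean scaled signal. Gene names are those of the files, and of 23303 genes with a RefSeq accession, 21839 were matched by accession in a table of GRCh38.p14 names, of which no coordinate was used. Coordinates are those of the probes in hg19, as the files give them.

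Genes were called higher or lower with CM shNT at a ratio to normal medium above 1.2 or below its inverse, and EphA2-dependent where the ratio was nearer to 1, by any amount, with both shEphA2 arrays. The paper words this rule for genes, and its text does not name how several probes of one gene were combined. The share of EphA2-dependent genes was set beside the share with each shEphA2 array in the place of CM shNT and beside 200 simulations in which the 3 CM arrays have one true level and noise is drawn from the difference between the shEphA2 arrays in 20 bins of signal. For 27 gene lists written before the data were examined, the median log2 ratio over expressed members was set among the medians of 10000 random lists matched on signal in 20 bins. These percentiles describe the arrays and are no test of the conditions. Limma 3.58.1 (lmFit and eBayes, R 4.3.3) was fitted to the expressed genes, with Benjamini-Hochberg adjustment and a threshold of 0.05, for the 3 CM arrays against normal medium (2 residual degrees of freedom) and for CM shNT against the 2 shEphA2 arrays (1 residual degree of freedom), a fit that also gave CM shNT against normal medium. Nothing says that the CM arrays are replicates, since they differ in shRNA, so p-values measure the spread between these arrays. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used otherwise.

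The scripts were tested on simulated data with noise like that of the arrays over 19510 genes. Of 200 genes set 2-fold apart with CM of every shRNA and 200 with CM shNT alone, 100% passed the 1.2-fold rule, as did 11.5% of unchanged genes. Of the set changed with every shRNA, 38.5% were classified as EphA2-dependent, and limma called 34.5% of them for CM of any shRNA, along with 48 unchanged genes. The fit of CM shNT against shEphA2 called 0% of the set changed with CM shNT alone.

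Genes named in the text were chosen by a rule fixed before the data were examined. It takes the 12 highest and 12 lowest ratios of CM shNT over normal medium among genes with a symbol and well above background on both arrays, the 10 upregulated and 10 downregulated EphA2-dependent genes with the largest smaller difference from the shEphA2 arrays, 7 genes named by the paper, and up to 4 members of each list with the largest absolute log2 ratio. CMYA5 and the list members named because they were classified as EphA2-dependent (DUSP5, SPRY2, ETV4, KLF4, ELK3 and ETV6) fall outside it. So do EMP1, the only lower Erk output gene, and PGR, an oestrogen receptor target under the floor with each CM. All of these were chosen after their values were seen. Alternatives in scaling, background correction, floor, filter, probe choice, thresholds and shRNA are given in the closing section. The enrichment analysis of transcription factor binding sites was not repeated, because it needs promoter sequences.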

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

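All tests of explanations for the lower G2/M genes were chosen after their median and that of the housekeeping genes were seen.

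Several gene lists that the paper does not discuss had a median log2 ratio over normal medium outside the range of the central random lists, below the 1st or above the 99th percentile with the CM of each of the 3 shRNAs. With CM shNT the median was -0.55 for the metallothioneins, -0.41 for the cholesterol genes, -0.29 for the replication-dependent histones, -0.25 for the G2/M genes and -0.19 for the G1/S genes. It was 0.46 for the TGF-beta response, 0.27 for the IL-6/STAT3 response, 0.21 for NF-kB and inflammatory genes, 0.20 for NRF2 and oxidative stress genes, 0.19 for interferon-stimulated genes, 0.19 for amino acid and endoplasmic reticulum stress genes and 0.17 for p53 targets. Members of one list are regulated together, so random lists understate how far a list can move by chance.

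The paper reports that the CM promotes the proliferation of MCF-7 cells, while 13 of 28 G2/M genes were lower and 0 higher with CM shNT by the 1.2-fold rule, 0 of them past limma's threshold over all genes, with medians of -0.25, -0.25 and -0.35 on the log2 scale with CM shNT, CM shEphA2-1 and CM shEphA2-2. The 75th percentile scaling does not account for this, since the highest median over 3 scalings, the 3 CM arrays and the difference from housekeeping genes was still -0.21. A smaller share of dividing cells on day 3 may be involved, because the G1/S genes and the replication-dependent histones lay below 0 on each CM array as well (highest median -0.18). Histone transcripts mostly lack a poly(A) tail, which limits what these arrays say of them, and the cell cycle was not measured. The lone normal medium array could also be out of place by itself, which no array here can decide.

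TMEM194B and CMYA5 moved in opposite directions with CM shNT and with both shEphA2 arrays by over 1.2-fold, and the fit of CM shNT against the shEphA2 arrays in limma, which recovered none of the simulated 2-fold genes, called neither. The log2 ratios over normal medium were 1.75, -0.35 and -0.40 for TMEM194B and 0.33, -0.64 and -0.53 for CMYA5, a muscle-associated protein gene, with CM shNT, CM shEphA2-1 and CM shEphA2-2. The second TMEM194B probe gave -0.43 with CM shNT.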

How the results depend on the processing

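No alternative with 1 value per gene reversed a median of a gene list that lay outside the central range or a named gene past 1.2-fold. Probes taken singly were not run as an alternative for named genes, and other probes of TMEM194B, RNGTT and NMNAT1 went the opposite way by over 1.2-fold with CM shNT. Of 243 list medians under an alternative, 223 moved by less than the SD over the 3 CM arrays, and of 1329 values of named genes, 1183 did. Quantile normalization, scaling to the median of probes well above background, only probes well above background on all 4 arrays, flagged spots kept, the mean of all probes of a gene and the authors' deposited value table left the counts within 1.5 times, and each probe on its own did too. Values under these moved no share of EphA2-dependent genes out of its interval. Attenuation here is the fraction of the CM shNT log2 ratio that remained with shEphA2, averaged over both arrays, in the median changed gene. A value of 1 therefore stands for no loss of the response. Without the floor, 10197 genes were higher and 7705 lower, 5839 and 4194 of them EphA2-dependent (56.0%), the attenuation was 0.67, and limma called 1224 genes for CM of any shRNA and 59 between CM shNT and shEphA2. A floor of 100 gave 748 EphA2-dependent higher genes and a share of 38.6%. Normexp background, where 42212 genes exceeded the floor, gave a share of 43.4%, 1270 genes for CM of any shRNA and 11 between CM shNT and shEphA2. At a fold threshold of 1.5, 686 genes were higher and 434 lower, 269 and 128 of them EphA2-dependent (35.4%), with an attenuation of 0.995. At a threshold of 2 the numbers were 228, 115, 71 and 31 (29.7%), with an attenuation of 1. A reduction of at least 1.2-fold with both shRNAs left 217 and 101 EphA2-dependent genes (6.59%). With a single shRNA the share was 52.6% for CM shEphA2-2 and 62.5% for CM shEphA2-1, with 1009 to 1454 EphA2-dependent lower genes. Leaving out any CM array left 0 genes past limma's threshold for CM of any shRNA, where 1 residual degree of freedom remains. Without a shEphA2 array, CM shNT against shEphA2 leaves no residual degree of freedom and was not tested. The cause of these shifts was not tested, apart from fewer or more genes passing by construction of a threshold or floor. The binding site analysis and its alternatives were not run, because no genome was used here. The slide as a block does not apply, since the arrays share 1 slide. No paired analysis was possible because each condition has 1 array. The signal over background limits what can be said of genes near the floor, which holds 56.9% to 57.3% of gene names per array.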

Other observations

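The tests of how genes were chosen, of EphA2 as the whole cause of the Erk output genes and of RNA carried over from RPE-1 cells were written after the shares and medians were seen, and that of the strong reductions was written before.

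Of 16 NRF2 and oxidative stress genes 6 were higher by the 1.2-fold rule and 0 lower, and limma called 4 higher (5 when adjusted over the list alone). The aldo-keto reductases AKR1C1, AKR1C3 and AKR1B10 had log2 ratios with CM shNT of 2.27, 2.18 and 2.11, and close paralogs such as these can share probes. Of 25 p53 targets, 9 were higher and 0 lower (2 by limma, 4 when adjusted over the list alone), with PLK3 at 0.85 and CDKN1A, an inhibitor of cyclin-dependent kinases, at 0.52. Of 22 interferon-stimulated genes, 8 were higher and 0 lower (5 by limma, 6 when adjusted over the list alone), among them IRF9 (1.02), BST2 (0.96) and OASL (at least 0.92). Of 12 expressed NF-kB and inflammatory genes, 5 were higher, among them ICAM1 (1.55) and IRF1 (0.98), and 3 lower, among them CCL20, whose signal was under the floor on each CM array (limma called 5 higher and 1 lower, also when adjusted over the list alone).

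Of 22 amino acid and endoplasmic reticulum stress genes, 8 were higher and 2 lower, and 6 of those 8 were EphA2-dependent by the paper's rule (limma called 2 higher, and 5 higher and 2 lower when adjusted over the list alone). Over all genes that were higher with CM shNT, the rule classified 44.7% as EphA2-dependent. SLC7A11, the cystine transporter, had log2 ratios of 0.85, 0.75 and 0.83, and CEBPB had 0.66, 0.60 and 0.53, with CM shNT, CM shEphA2-1 and CM shEphA2-2. The median of CM shNT minus the mean of the shEphA2 arrays lay above the 99th percentile of random lists for the ETS factors (0.13 on the log2 scale), the G1/S genes (0.08) and the oestrogen receptor targets (0.08), and below the 1st percentile for the interferon-stimulated genes (-0.07) and the luminal markers (-0.06). Leaving out 1 shEphA2 array moved these medians, which against CM shEphA2-1 and CM shEphA2-2 alone were 0.03 and 0.15 for the ETS factors, 0.01 and 0.14 for the G1/S genes, 0.05 and 0.11 for the oestrogen receptor targets, -0.05 and -0.08 for the interferon-stimulated genes, and -0.09 and -0.02 for the luminal markers. Each of these lists then came back within the 1st to 99th percentile against at least 1 of the arrays. Of 26 G1/S genes, 1 was higher and 6 were lower, with MCM2 at -0.49 and SLBP at -0.43, and limma called 0 of them. Of 18 histone genes, 1 was higher and 9 were lower, with HIST1H1B (now H1-5) at -0.78, and limma called 2 lower (4 when adjusted over the list alone). Of 9 CDK inhibitor and quiescence genes, 2 were higher and 4 lower, among them CDKN2C (-0.98) and TXNIP (-0.88), and limma called 2 lower (2 higher and 4 lower when adjusted over the list alone). Luminal markers went both ways, with 4 of 15 higher and 5 lower, AGR2 at 1.20 and TFF1 at -0.70, and limma called 1 higher and 2 lower (4 and 5 when adjusted over the list alone). Of 20 hypoxia and glycolysis genes, 6 were higher and 2 lower, with NDRG1 at -0.97, and limma called 1 lower (3 higher and 3 lower when adjusted over the list alone). By the 1.2-fold rule, 2 of 11 genes of fatty acid synthesis, 1 of 11 heat shock genes and 2 of 6 immune cell markers were higher, 1 immune cell marker was lower, and 0 of 15 ribosomal protein genes and 0 of 15 housekeeping genes were either.

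The share of changed genes that were nearer to normal medium with both shEphA2 arrays was 41.2% with CM shNT as the reference, and it was higher with either shEphA2 array as the reference, except that under quantile normalization and without the floor the share with CM shEphA2-1 as the reference was the lowest. Choosing the changed genes on the CM shNT array itself may give a share of this size, since simulations with one true CM level gave a median of 50.9%. The simulations did not match the arrays, because the observed share lay below their range of 49.7% to 52.4%, 4824 genes were changed against a simulated median of 5550.5, the median fraction of the log2 ratio that remained was 0.926 against 0.868, and their noise holds any difference between the 2 shEphA2 shRNAs. EphA2 in the CM may still act on a smaller set of genes, and a reduction of at least 1.2-fold on both other CM arrays was found for 6.59% of the genes with CM shNT as the reference, 5.78% with CM shEphA2-1, 8.99% with CM shEphA2-2 and 8.72% (7.92% to 9.37%) in the simulations. This shows no excess with CM shNT over the simulations, while the shares with the shEphA2 arrays lie on either side of it, which keeps the explanation open.

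Of 18 Erk output genes, 1, EMP1, was lower, with scaled signals of 37.1, 44.8 and 38.1 on the CM arrays, all set to the floor. The paper reports that Erk phosphorylation was not enhanced with the CM of EphA2 knockdown cells. Transcripts do not measure phosphorylation, and whether the genes of this list follow Erk alone in these cells was not tested. Of the 18 genes, 13 were over 1.2-fold higher with the CM of each shRNA. EphA2 in the CM as the whole cause of their rise goes against the values, since the 75th percentile over the members of CM shNT minus the mean of the shEphA2 arrays was 0.0896 on the log2 scale, while the list's median ratio over normal medium was 0.65. RNA carried over from RPE-1 cells goes against the markers of RPE-1 and mesenchymal cells, whose median was at most 0.0666 over the 10 of 25 with a signal above the floor (3 higher and 2 lower). VIM, abundant in mesenchymal cells, had a log2 ratio of -0.53 with CM shNT (adjusted p = 0.0828 from limma), while TGFBI, also a TGF-beta response gene, rose (0.93, adjusted p = 0.0395) and CAV2 (0.41) and THBS1 (0.32) were higher by the 1.2-fold rule. A part of the rise that depends on EphA2, other ligands in the CM, and EphA2 left after knockdown were not tested.

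RAB35 had scaled signals of 6071, 6642, 6693 and 6360, and PTPN1, which encodes PTP1B, had 2770, 2737, 2708 and 2622, in normal medium, CM shNT, CM shEphA2-1 and CM shEphA2-2.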
